A study of Bos indicus with 5 samples. Its data were reported in "Size of the Ovulatory Follicle Dictates Spatial Differences in the Oviductal Transcriptome in Cattle" (2015).

How the data were processed

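Gene expression was measured by RNA sequencing in the ampulla, the section of the oviduct where fertilization takes place, of Nelore cows. The cows had received hormone treatments that made the follicle before ovulation, and the corpus luteum after it, either large or small. In the LF/LCL group (large follicle, large corpus luteum) the intravaginal progesterone device was removed 42 h before the GnRH injection that induced ovulation. In the SF/SCL group (small follicle, small corpus luteum) the device was removed 30 h before that injection. Only the LF/LCL cows also received a prostaglandin injection when the device was inserted. Tissue was collected on day 4. Per the labels, 2 libraries belonged to LF/LCL and 3 to SF/SCL, each from a different animal, and these 5 libraries were analysed. The study sequenced the top-ranked LF/LCL cows and the bottom-ranked SF/SCL cows by follicle, corpus luteum and hormone values. It discarded a further LF/LCL ampulla library that gave few reads. The oviduct isthmus of these cows was not analysed here.

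The authors made polyA libraries and sequenced them as read pairs. They removed adapters and low quality bases with seqyClean, aligned the reads with Tophat and Bowtie2 to the masked UMD cattle assembly, and counted reads that mapped uniquely and without ambiguity to Ensembl genes with HTSeq-count. Whether the counting used strand was not stated. The unit of the deposited table is a normalized signal, which is the read count of a gene divided by one size factor per library that the authors computed with DESeq. Values are written with 3 decimals, and the table holds 24616 genes, of which 19971 carry a symbol. A symbol was shared by more than one gene in 2979 of these, and such genes are given with their Ensembl identifier. Because only uniquely mapped reads were counted, near-identical copies can split or lose reads, and values of such genes are uncertain. Overlapping and antisense genes are uncertain for the same reason. The gene table supplied for names covers another assembly and was not needed, and no coordinates are given because the deposited table holds none.

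Every deposited value was a whole multiple of one step per library. Dividing by that step gave whole reads for 100% of the nonzero values in each of the 5 libraries. DESeq2 size factors computed from the recovered reads were equal to the inverse of the steps. The recovered totals were 13418278 and 16171541 reads in LF/LCL replicates 1 and 2, and 14785598, 19592174 and 14277845 reads in SF/SCL replicates 1, 2 and 3. These totals limit the precision of genes with few reads.

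The test fixed before the data were examined was the edgeR quasi-likelihood test with TMM normalization. It was written for counts. For normalized values the plan was to recover whole reads where possible, and to use limma otherwise. Whole reads were recovered, so the choice of limma departs from the plan. The main test used here was limma on log2(value + 1), with lmFit and eBayes (trend and robust both on). It was run on the 15815 genes with a mean value over 5. The study also asked for a mean above the standard deviation. With that condition over the 5 libraries 15507 genes were left, and it was tried as an alternative. The edgeR fit on the recovered reads is given beside it. A fold change is on the log2(value + 1) scale and is LF/LCL over SF/SCL, so that it understates the change of genes with low values. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05, two-sided, and no covariates were used. No batch was given in the labels.

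Gene lists were written before the data were examined. The candidate list held 23 genes that the study measured by PCR, of which 22 were matched by symbol, and the reference list held ACTB, GAPDH, PPIA and RPL15. ANGPT4 was not analysed here. The study used the candidate genes beside its own sequencing results, so the list may not be independent of these libraries. A set test was run on 21 lists with at least 5 measured genes. They comprised 7 gene families defined by symbol, 8 cell type or proliferation marker lists and 6 of the lists that the study chose on isthmus libraries, whose other lists were not analysed here. Those isthmus libraries included the cows of the ampulla libraries, so these lists were not picked on the ampulla values but are not independent of differences between the animals. CDH1 and IGF1 were matched through the names that the deposited table uses for them, a match made after the data were seen. The test was camera with a preset correlation between genes of 0.01, with fry and camera with an estimated correlation beside it. The blood marker list had 3 measured genes and was only described. Of the lists that the study chose on these same libraries, 10 were only described, as they are not independent evidence, and its list for ephrin receptor binding was not analysed here.

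Genes named in the text are the candidate and reference genes, up to 6 genes per direction with an adjusted p under the threshold, a mean value of at least 50, a symbol and no overlap between the groups, ranked by fold change, and the 3 members with the smallest p of a reported set. Any other choice is stated where it is made. Expression classes were counted as high (mean value of at least 1000), medium (from 15) and low (under 15). Resemblance of libraries was measured by Pearson correlation across genes, and by principal components, of log2 CPM of the recovered reads with a prior count of 2.

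Alternatives covered the scaling, the filter, the pseudocount, the tool, robust estimation, depth, and leaving out each library. The tools were edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 with and without voom, and a rewritten form of the negative binomial test of the first DESeq version, all in R 4.3.3. Figures were drawn with matplotlib 3.10.9.

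The functions were tested on simulated data in which read counts were drawn for the real genes from their means, the real library sizes and moderated dispersions. Of 200 changed genes, limma called 135 among 15659 genes tested, with 12 false calls, and it called 98 of the 100 genes changed by 3 on the log2 scale. DESeq2 called 157 of the changed genes with 56 false calls, the edgeR exact test 150 with 44, and the edgeR quasi-likelihood test 136 with 14. The rewritten test called 138 with 22 false calls when it took the larger of the gene's own and the fitted dispersion, and 160 with 136 false calls with the fitted dispersion alone. With no gene changed, limma called 1 of 15666 genes, the quasi-likelihood test 1, the exact test 25 and DESeq2 27. The simulated spreads were drawn towards a common trend, so real genes vary more in their spread than the simulated ones. Camera called the 1 shifted set among 21 and 0 of the others.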

Results

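Transcript abundance was measured in ampulla tissue from 5 cows, 2 in the LF/LCL group and 3 in the SF/SCL group. The libraries held from 13418278 reads (LF/LCL replicate 1) to 19592174 reads (SF/SCL replicate 2) assigned to genes. Between 17431 and 17653 genes had at least 1 read in a library, and 19161 genes had one in any library. The gene with the highest mean value was OVGP1, an oviduct glycoprotein, with a mean of 133230 normalized reads over the 5 libraries. The most abundant gene of each library took 0.86% ± 0.06 (SD, n = 2) of the reads in LF/LCL and 0.886% ± 0.087 (SD, n = 3) in SF/SCL.

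Genes were sorted into expression classes by their mean normalized read count, among those with at least 1 read. Over the 5 libraries 3991 genes fell in the high class, 10625 in the medium class and 4545 in the low class. In LF/LCL the classes held 3980, 10644 and 4537 genes, and in SF/SCL 4007, 10538 and 4616 genes. No test applies to these numbers. Restricting the classes to the 15815 genes tested moved them most, with 1199 genes in the low class over the 5 libraries.

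The first question was whether libraries of one group resembled each other more than libraries of the other group. The mean correlation of log2 CPM across genes was 0.963 within groups and 0.954 between groups. Genes are not independent replicates, and the ranges overlapped. Within groups the correlations ran from 0.958 to 0.966, and between groups from 0.944 to 0.964. The lowest between-group values, 0.944 and 0.945, both involved SF/SCL replicate 3. The first principal component held 37.3% of the variance. Its scores were -40.3 and -38.2 in LF/LCL and 11.6, 11.7 and 55.3 in SF/SCL. Among the 500 most variable genes the mean correlations were 0.611 within groups and 0.501 between groups, the largest move among the alternatives.

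**Figure D1:**
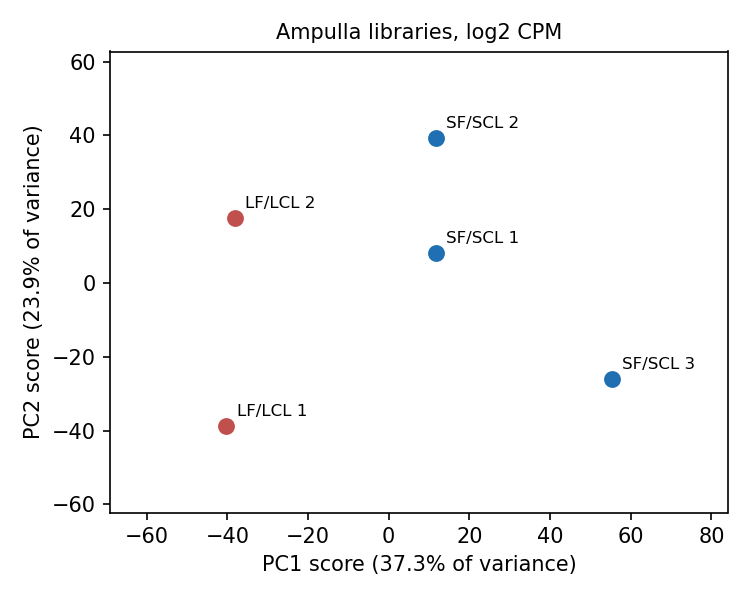
Scores of the 5 ampulla libraries on the first 2 principal components of log2 CPM (arbitrary units), with LF/LCL in red and SF/SCL in blue. Both LF/LCL libraries lie at negative scores on the first component (-40.3 and -38.2), and SF/SCL replicate 3 lies farthest from them at 55.3.

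The main comparison asked which transcripts differed between LF/LCL and SF/SCL. With limma, 0 of 15815 genes had an adjusted p under 0.05, so that 0 were higher in LF/LCL and 0 in SF/SCL. The smallest adjusted p was 0.178. An unadjusted p under 0.05 was found for 1819 genes, where 791 are expected by chance, and 892 of these were higher in LF/LCL and 927 in SF/SCL. The groups did not overlap in 4765 genes (30.1%), where chance gives 20%. The edgeR quasi-likelihood test on the recovered reads, which came out whole for 100% of values, also called 0 genes and gave 1828 at an unadjusted p under 0.05. The tool moved the number of calls more than any other choice. DESeq2 called 457 genes, 219 higher in LF/LCL and 238 higher in SF/SCL, and the edgeR exact test called 335 genes, of which 316 were also called by DESeq2. The largest count, 728 genes, came from the rewritten test of the first DESeq version with its fitted dispersion.

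**Figure D2:**
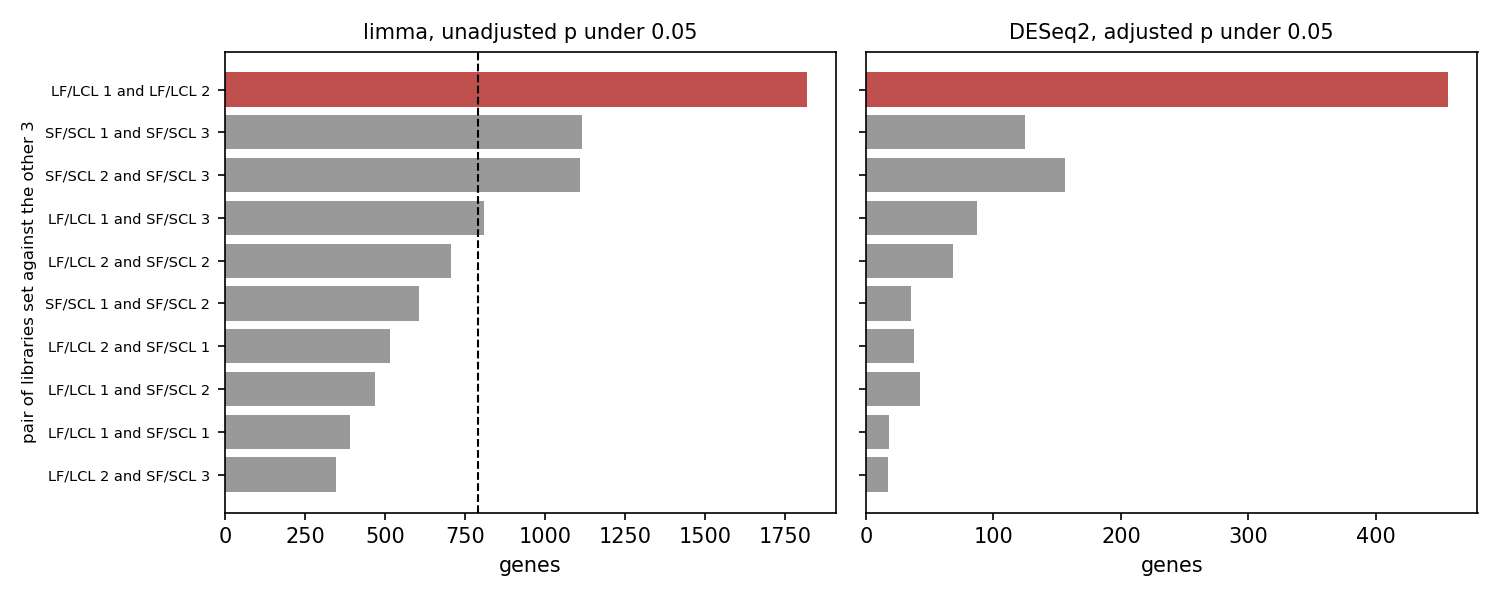
Number of genes (horizontal axis) for each of the 10 ways to set a pair of libraries against the other 3, with limma at an unadjusted p under 0.05 (left) and DESeq2 at an adjusted p under 0.05 (right). The real grouping (red) gave 1819 and 457 genes, the other 9 (grey) gave from 346 to 1116 and from 17 to 156, and the dashed line marks the 791 genes expected by chance.

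As limma called no gene, the naming rule was applied to the DESeq2 calls instead, a choice made after the values were seen. Higher in LF/LCL were ARHGAP44, LTF, KIF5C, GRIN3A, OR51E1 and SLC43A3, and higher in SF/SCL were PIGR, GHRL, GFRA3, SLC14A1, SIX3 and GLP1R. None of the 12 had an adjusted p under 0.05 with limma, where their adjusted p ran from 0.178 (ARHGAP44) to 0.43 (SIX3). ARHGAP44 had 808.8 ± 597.7 normalized reads (SD, n = 2) in LF/LCL and 70.0 ± 14.1 (SD, n = 3) in SF/SCL. KIF5C had 244.1 ± 81.03 and 27.3 ± 11.7. GHRL had 111.2 ± 32.9 in LF/LCL and 2270 ± 1337 in SF/SCL. GFRA3 had 11.4 ± 11.2 and 228.3 ± 81.9. Some of these genes varied widely within a group. PIGR had 304.6 normalized reads in SF/SCL replicate 2 and 5329 in SF/SCL replicate 3, and LTF had 1104 and 6341 in the LF/LCL libraries.

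The candidate genes cover receptors, angiogenesis, proliferation, matrix, glycoprotein synthesis and chaperones. Of the 22 measured, 0 had an adjusted p under 0.05 over all genes tested and 8 had an unadjusted p under 0.05. When adjusted over the list alone, 8 passed, 5 higher in LF/LCL and 3 higher in SF/SCL. This may not be independent evidence, because the study used these genes beside its results from the same libraries. The study described them as chosen from functional categories that matter for the oviduct. The 5 higher in LF/LCL were CADM3, CXCR4, CTSS, VCL and ESR1, and the 3 higher in SF/SCL were HPSE, HSPA1A and TGFB2. The groups did not overlap in any of these 8 genes. CADM3 had 200.1 ± 20.9 normalized reads (SD, n = 2) in LF/LCL and 34.9 ± 5.95 (SD, n = 3) in SF/SCL, a log2 fold change of 2.49 ± 0.30 (SE) with a limma adjusted p of 0.178. HPSE had 334.7 ± 116.7 and 1063 ± 162.5, a log2 fold change of -1.70 ± 0.24 (SE) with a limma adjusted p of 0.178. The study reported the opposite direction for HPSE, with more expression in LF/LCL by PCR over ampulla and isthmus together. For the ampulla alone its PCR p-values for HPSE were over 0.05. Its listed sequencing change of HPSE is close in size to the change here, but has the sign of those of CADM3 and CXCR4. The deposited values of HPSE ran from 252.1 to 417.2 in LF/LCL and from 951.2 to 1249.2 in SF/SCL. The listed sign is thus opposite to the deposited values. Why the signs differ was not tested. CXCR4 had 484.4 ± 66.4 and 266.6 ± 16.8, with a log2 fold change of 0.85 ± 0.16 (SE). HSPA1A had a log2 fold change of -0.99 ± 0.16 (SE), TGFB2 of -0.97 ± 0.24, CTSS of 0.70 ± 0.17, ESR1 of 0.55 ± 0.16 and VCL of 0.50 ± 0.13. Without SF/SCL replicate 2, and also without SF/SCL replicate 3, only 4 of the 8 passed over the list alone. Without SF/SCL replicate 1, 6 of the 8 passed, and ESR1 and VCL passed in none of these 3 fits. The other 14 measured candidates did not differ by this test. Among them OVGP1 had a log2 fold change of -0.07 ± 0.15 (SE), PGR of -0.41 ± 0.22, ESR2 of 1.36 ± 0.58 and PCNA of 0.10 ± 0.11. DESeq2 called 6 of the 22 candidates over all genes tested.

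**Figure D3:**
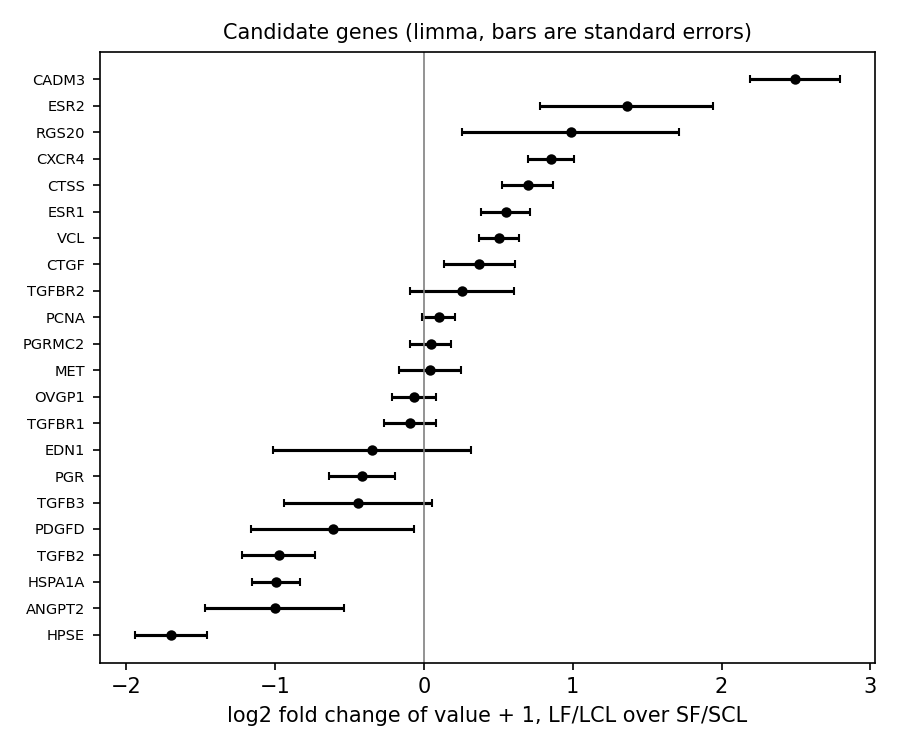
Log2 fold change of value + 1, LF/LCL over SF/SCL, for the 22 measured candidate genes (points) with limma standard errors (bars). CADM3 lies highest at 2.49 and HPSE lowest at -1.70, and 0 of the 22 passed an adjusted p of 0.05 over all genes tested.

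The reference genes were read as a check of the scaling. RPL15 had a log2 fold change of 0.07 ± 0.13 (SE) and PPIA (ENSBTAG00000012003) of -0.06 ± 0.10. ACTB (ENSBTAG00000026199) had 25722 ± 1564 normalized reads (SD, n = 2) in LF/LCL and 19172 ± 1630 (SD, n = 3) in SF/SCL, a log2 fold change of 0.43 ± 0.12 (SE) with a limma adjusted p of 0.314. A second entry, ACTB (ENSBTAG00000015441), had a log2 fold change of 2.54 ± 1.09 (SE) and ran from 385.3 to 15056 normalized reads over the libraries. A second entry of PPIA (ENSBTAG00000033806) had few reads, with 13.6 ± 10.9 in LF/LCL and 10.3 ± 10.6 in SF/SCL. The gene listed as GAPDH had 3 reads in total, all in LF/LCL, and was not tested. Entries that share a symbol may share reads with a near-identical copy and are uncertain. The median absolute log2 fold change of the 5 entries tested was 0.43, and it was 0.15 without SF/SCL replicate 1 and 0.17 without SF/SCL replicate 3. These medians include both ACTB entries, and the symbol of the second was not checked. The median of 0.43 is the value of the first ACTB entry, while RPL15 and PPIA (ENSBTAG00000012003) moved little. The study placed ACTB in its own ampulla lists for LF/LCL, and kept PPIA and GAPDH as its most stable PCR references. The medians are therefore a weak check of the scaling.

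The set test asked whether lists of related genes moved together. With camera at the preset correlation, 9 of 21 lists had an adjusted p under 0.05, 7 higher and 2 lower in LF/LCL. Under fry 0 lists passed, with 4 at an unadjusted p under 0.05, and with an estimated correlation 0 passed, with 1 at an unadjusted p under 0.05. The 9 calls were made only with the preset correlation. The ciliated cell markers had a median log2 fold change of -0.36 (higher in 1 of 23 genes) and a camera adjusted p of 1.22e-10, against 0.24 with fry. The smooth muscle markers had a median of 1.47 (higher in 13 of 13 genes) and a camera adjusted p of 7.06e-09, against 0.307 with fry. The proliferation markers had a median of 0.84 (higher in 23 of 24) with a camera adjusted p of 3.79e-06, and the immune cell markers of 0.48 (higher in 21 of 23) with 4.18e-05. The cytosolic ribosomal proteins had a median of -0.09 with a camera adjusted p of 0.00262. The 4 further lists that passed, all higher in LF/LCL, were the collagen alpha chains (median 0.53), the stromal fibroblast markers (0.40), and the study's isthmus lists for cellular matrix in LF/LCL (0.38) and for apoptosis in SF/SCL (0.38). Of the collagen alpha chains, 25 of 36 were higher in LF/LCL. Their 3 members with the smallest p were COL19A1 (log2 fold change -4.436) and COL27A1 (-1.285), both lower in LF/LCL, and COL4A2 (1.177), which was higher. All 3 had an adjusted p over 0.05 with limma, while DESeq2 called all 3. Both isthmus lists were chosen on isthmus tissue that included these same cows, so they are not independent of differences between the animals. The study gave the apoptosis list as higher in SF/SCL in the isthmus. In the ampulla 9 of its 9 genes were higher in LF/LCL, which is the opposite direction in another region. Nor are all 9 lists separate, as the collagen alpha chains shared 9 tested genes with the isthmus matrix list and 3 with the stromal fibroblast markers, and the last 2 lists shared 4. The collagen alpha chains no longer passed without SF/SCL replicate 1 (adjusted p 0.09) or without a filter (adjusted p 0.051). Without SF/SCL replicate 2 the collagen alpha chains, the stromal fibroblast markers (median 0.01) and the isthmus matrix list (median 0.26) no longer passed. Without SF/SCL replicate 3 the medians of the stromal fibroblast markers and the isthmus matrix list both rose to 0.68.

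The members with the smallest p in the 4 marker lists with the smallest camera p were as follows. In the ciliated list these were SNTN, with 388.1 ± 79.5 normalized reads (SD, n = 2) in LF/LCL and 701.4 ± 53.0 (SD, n = 3) in SF/SCL, ARMC3 and RSPH1. In the smooth muscle list they were LMOD1, with 1106 ± 472.2 and 471.5 ± 89.4, DES and PLN. In the proliferation list they were CENPF, TOP2A and RRM2, and in the immune list IL2RG, CD3E and CD52. All 12 had an adjusted p over 0.05 with limma, while DESeq2 called 7 of them, SNTN, ARMC3, RSPH1, LMOD1, DES, PLN and IL2RG.

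The 12 lists that did not pass with camera were the matrix metalloproteinases, ADAM and ADAMTS proteases, laminin chains, respiratory chain subunits, potassium channels, secretory, endothelial and mesothelial markers, and the isthmus lists for morphogenesis and cell proliferation and for homeostasis in LF/LCL, and for protein folding and cellular metabolism in SF/SCL. Their median log2 fold changes ran from -0.28 (mesothelial markers) to 0.37 (isthmus homeostasis).

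**Figure D4:**
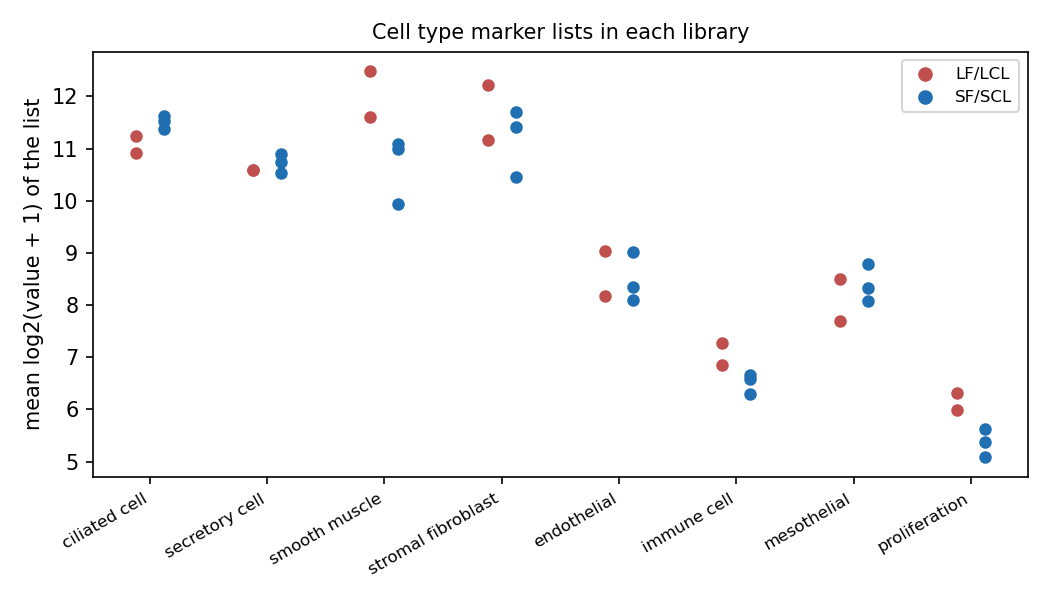
Mean log2(value + 1) of each marker list in each library, with LF/LCL in red and SF/SCL in blue, 1 point per library. Smooth muscle markers lie at 12.49 and 11.61 in LF/LCL and between 9.94 and 11.09 in SF/SCL, while the endothelial markers of the groups overlap.

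Of the lists that the study chose on these libraries, 10 were described, and its list for ephrin receptor binding was not analysed here. Together the 10 matched 96 genes tested, of which 93 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05 with limma. All measured genes of the 7 described lists for LF/LCL were higher in LF/LCL, and all measured genes of the 3 described lists for SF/SCL were higher in SF/SCL. The median log2 fold change of a list ran from 0.59 to 1.01 for LF/LCL and from -0.97 to -0.45 for SF/SCL. As the lists were picked by their values in these libraries, their direction is no further evidence.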

Values the study reported

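The study reported that 15,815 genes entered its test of the ampulla. It reported 692 genes with differential expression, of which 325 were higher in LF/LCL and 367 were higher in SF/SCL. By mean normalized read count it placed 3,379 genes in the high class, 10,456 in the medium class and 1,107 in the low class.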

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

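The alternatives were chosen before the data were examined, with exceptions that were added after seeing the data. These exceptions were the pseudocounts, TMM and library size scaling and plain estimation within limma, and both forms of the rewritten DESeq test. They also included the correlations of log2(value + 1), the classes over tested genes, and the alternatives to the unadjusted and list-alone counts. The edgeR quasi-likelihood fit with TMM and camera on the edgeR object with TMM were the planned main tests. Both were made alternatives after seeing the data. They called 0 genes and 9 gene sets, the same numbers as the main tests used here.

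The count of 0 genes with an adjusted p under 0.05 was also 0 in each direction under the threshold of 0.1, the 4 quasi-likelihood fits, limma-voom, the 3 other filters, thinning, both other scalings, both other pseudocounts, plain estimation, and without each SF/SCL replicate (from 0 to 0 genes). DESeq2 called 457 genes, 219 higher in LF/LCL and 238 in SF/SCL. The edgeR exact test called 335 genes, 183 and 152. The rewritten DESeq test called 155 genes, 93 and 62, with the maximum dispersion, and 728 genes, 475 and 253, with the fitted dispersion alone. Of the candidates, DESeq2 called 6, the exact test 4 and the rewritten test 4 and 7. The cause was not tested gene by gene, though in the simulated data without any change these tests made from 3 to 105 calls where limma made 1. Leaving out an LF/LCL replicate leaves 1 library in that group, and no test was run on those fits.

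The count of 1819 genes with an unadjusted p under 0.05 stayed within 1.5 times under all alternatives but the rewritten test with the maximum dispersion (1085), and ran from 1496 to 1656 across the 3 fits that each left out one SF/SCL replicate. The share of these genes higher in LF/LCL was 50.9% in the quasi-likelihood fit with TMM and 40.4% in that fit with library size only. The candidates that passed over the list alone numbered from 4 to 7 across the fits without one SF/SCL replicate. Without replicate 2 or without replicate 3 the same 4 were lost, TGFB2, ESR1, CTSS and VCL. Without replicate 1 the 7 that passed were 6 of the 8 and ESR2, while ESR1 and VCL were lost, so that these 2 passed in none of the 3 fits. The cause was not tested.

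The median absolute change of the reference entries, 0.43, ran from 0.148 to 0.42 across the fits that each left out one replicate. It is the middle of 5 values, which switches between entries. The 9 gene sets became 0 under fry and 0 with an estimated correlation. The cause was not tested. The isthmus apoptosis list was among those lost with the estimated correlation (camera adjusted p 0.451). Its estimate was -0.0249, under the preset value, so a higher correlation does not explain the loss of that list. The other lists called at the preset value of 0.01 had higher estimates. These ran from 0.125 (cytosolic ribosomal proteins) to 0.821 (stromal fibroblast markers). Each class stayed within 1.5 times its size with TMM scaling, with raw counts and without each replicate. With raw counts the high class held 3732 genes in LF/LCL and 4240 in SF/SCL, and the order of the low classes flipped, with 4573 genes in LF/LCL and 4544 in SF/SCL. Among tested genes only, the low class held 1199 genes over the 5 libraries, 1191 in LF/LCL and 1270 in SF/SCL, because fewer genes entered. The mean correlations within and between groups were 0.954 and 0.945 with a prior count of 0.5, 0.978 and 0.974 without a filter, and 0.611 and 0.501 over the 500 most variable genes. The within-group mean was the higher under each alternative.

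Some changes reversed. With library size only in the quasi-likelihood fit, MET went to -0.015, against 0.022 in that fit with DESeq size factors. The median over all genes went from 0.003 to -0.035 between the same fits, so that MET moved with the genes as a whole. EDN1 went from -0.349 to 0 with DESeq size factors in the quasi-likelihood fit, 0.001 in that fit with TMM or with plain estimation, 0.003 with DESeq2, 0.004 with the exact test and 0.01 with both forms of the rewritten test. Across the fits that each left out one replicate, MET ran from -0.123 (without SF/SCL replicate 3) to 0.191, TGFBR1 from -0.144 to 0.009 (without SF/SCL replicate 2) and TGFBR2 from -0.154 to 0.663, with -0.009 without SF/SCL replicate 2. Leaving out an LF/LCL library, where no test was run, changed further signs. EDN1 ran from -1.44 without LF/LCL replicate 1 to 0.743 without LF/LCL replicate 2. RGS20 went from 2.04 to -0.063 and PGRMC2 from -0.125 to 0.214 in the same order, RPL15 from -0.105 to 0.241, and PPIA (ENSBTAG00000033806) from 1.37 to -0.33. OVGP1 (0.072 without LF/LCL replicate 2) and PPIA (ENSBTAG00000012003) (0.01 without LF/LCL replicate 1) changed sign by less than a standard error, as did MET (-0.087 without LF/LCL replicate 1). The medians of gene lists that reversed across these fits ran from -0.055 (without SF/SCL replicate 2) to 0.285 for the matrix metalloproteinases, from -0.091 (without SF/SCL replicate 2) to 0.437 for the endothelial markers, from -0.025 (without SF/SCL replicate 3) to 0.068 for the secretory markers, and from -0.065 to 0.048 for isthmus metabolism, which was also 0.01 after thinning. Isthmus homeostasis had a median of -0.041 without a filter, and the respiratory chain subunits of -0.012 with library size scaling, both in limma and on the edgeR object. Library size scaling in limma also moved the median over all genes, from 0.005 to -0.03. The cause of the other reversals was not tested. Over all alternatives, 59 values of single genes and 1 list median moved past their threshold, 23 list medians no longer passed theirs, and 28 values of single genes moved by more than a standard error without one LF/LCL replicate. These totals include the changes of EDN1, RGS20, PGRMC2, RPL15 and TGFBR2 without an LF/LCL replicate and the lists lost under fry and with an estimated correlation, all given above. No paired analysis was possible because the replicate numbers only name the libraries.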

Other observations

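The tests of the ciliated and smooth muscle lists on cell composition and on the correlation between genes, the splits of the libraries for the unadjusted count, and the test of the size factors, were chosen after those results were seen. The other tests were set before the values they measure were seen.

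The mean filter alone left 15815 genes here, and 15507 were left with a mean above the standard deviation over the 5 libraries as well. The number of genes tested that is quoted from the study above is that of the mean filter alone, so how its second condition was applied is uncertain. With limma 0 genes had an adjusted p under 0.05, in either direction, and 1819 had an unadjusted one. That number of adjusted calls is lower than the number of genes quoted from the study above. The rewritten negative binomial test of the first DESeq version called 155 genes with the maximum dispersion and 728 with the fitted dispersion alone. The low class here held 4545 genes. That is higher than the value quoted from the study above. Among the genes tested only, the low class held 1199 genes. The high and medium classes held 3991 and 10625 genes, both over all genes and among the genes tested only. These numbers are also higher than those quoted from the study.

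More genes had an unadjusted p under 0.05 than chance gives, 1819 against 791. Unequal depth as the whole cause was argued against by 1810 such genes after thinning to one depth. The size factors were argued against by 1822, the lower count under TMM and library size scaling. SF/SCL replicate 3, which lay farthest out on the first principal component, was argued against as the only source by 1496 such genes without it. Only 1 of the 10 splits of the 5 libraries into 2 and 3, the real one, gave as many. The other 9 gave from 346 to 1116. As 10 splits cannot give a share under 0.05, a difference between these animals that has nothing to do with the treatment cannot be told apart from the treatment itself.

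DESeq2 called 457 genes and the edgeR exact test 335 where limma called 0. One possible explanation was that these tests make such calls at any split. Among the other 9 splits the largest count was 156 with DESeq2 and 122 with the exact test, under 50% of the real counts, with medians of 42 and 25. This argues against it as the whole cause. The real split was again the only 1 of 10 with as many calls for each tool. In simulated data with no change DESeq2 called 27 genes and the exact test 25, so that part of the calls may be false.

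The ciliated markers were lower and the smooth muscle, immune and proliferation markers higher in LF/LCL, and for each of these 4 lists 1 of the 10 splits, the real one, gave a difference as large, which leaves a difference between animals open. A lower share of ciliated cells would raise the lists of other cell types alike. The smooth muscle mean minus the endothelial mean was higher in LF/LCL by 1.25 (log2), beside a pooled SD of 0.91, which argues against this as the whole cause. That difference is carried in part by SF/SCL replicate 3, where it was 0.92 against 2.65 and 2.99 in the other SF/SCL libraries. More of the muscle layer in the LF/LCL tissue pieces is a candidate explanation for the smooth muscle list. The lowest LF/LCL mean was above the highest SF/SCL mean by 0.52 (log2), which any cause of the higher list gives, so that the amount of muscle in the pieces and an effect of the treatment on muscle transcripts cannot be told apart. Its most abundant members, named after their values were seen, were ACTA2, with 21937 ± 8775 normalized reads (SD, n = 2) in LF/LCL and 7577 ± 4014 (SD, n = 3) in SF/SCL, and MYH11, with 20649 ± 11949 and 7388 ± 3602. With the correlation between its genes estimated, the adjusted p of the smooth muscle list was 0.547. As 0 of the 21 lists passed that test, including lists with a negative estimated correlation, this does not show that correlated genes were behind its small p at the preset correlation. The estimate for the smooth muscle list was 0.748, far over the preset 0.01, so that correlated genes remain a possible cause. All of these lists are expressed in the ampulla, with 23, 13, 23 and 24 measured genes. The 10 described lists from these libraries hold 1 smooth muscle, 3 immune and 1 proliferation marker, and 0 ciliated markers. A further list of the study, not analysed here, holds the ciliated marker SNTN, so that the ciliated list is not free of genes picked from these libraries. The blood markers, with 3 measured genes, had list means of 6.81 and 4.91 in LF/LCL and of 3.55, 6.09 and 3.66 in SF/SCL.

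A second entry named ACTB (ENSBTAG00000015441) varied far more than the first. It had 15056 and 6206 normalized reads in LF/LCL replicates 1 and 2, and 2311, 5145 and 385 in SF/SCL replicates 1, 2 and 3. The libraries stood in the same order by this entry as by the smooth muscle list, whose means were 12.49, 11.61, 11, 11.09 and 9.94. The first entry, ACTB (ENSBTAG00000026199), ran only from 17653 to 26828. This was noticed after the values were seen, and no biological explanation was tested.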
